A study of Mus musculus with 6 samples. Its data were reported in "HDAC1-3 inhibition triggers NEDD4-mediated CCR2 downregulation and attenuates immunosuppression in myeloid-derived suppressor cells" (2025).

How the data were processed

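Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts open DNA and inserts sequencing adapters. The cells were monocytic myeloid-derived suppressor cells (M-MDSCs), sorted from mouse tumors. The study reported a high purity for this sort. There were 6 libraries in 3 groups of 2: vehicle, MS-275 and CXD101. MS-275 and CXD101 are inhibitors of class I histone deacetylases, the enzymes that remove acetyl groups from histones. The group of each library was taken from its treatment label.

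The authors aligned the reads with Bowtie2 to the mouse genome mm10 and compared groups with MACS2, a peak caller that tests a treated pileup against a control pileup. The libraries of a group were pooled before calling. Each of the 6 deposited lists names one group as treatment and another as control, so a peak is a site where the first group had more signal than the second. The MS-275 gained and MS-275 lost lists were MS-275 over vehicle and vehicle over MS-275, and the CXD101 lists were named in the same way. A further pair of lists compared the inhibitors directly. No value per library was used, so no spread between replicates could be computed and none of the differences has a replicate check. ATAC-seq reads are often shifted by a few bases to the transposase cut site. The methods do not mention such an offset. Their shift of 0 is a MACS2 option, used without a model. A summit may therefore lie off the cut sites by a distance that was not measured here.

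The fold enrichment of a peak is the authors' linear ratio of treated to control pileup at the summit, after MACS2 scaled the groups to one depth. The significance of a peak was deposited as a −log10 p-value from a Poisson test and a −log10 q-value after adjustment. The summit position was deposited as the number of bases from the start of the peak. The lowest −log10 q-value in any list was 1.30, so the lists end at a q-value of 0.05, although the methods name another threshold, on the p-value. The shortest peak was 200 bp. Some intervals held several summits, and each summit was 1 peak here, as in the lists. Such summits made up 27.5% of the peaks. Fold enrichments and −log10 values were used to describe, rank and filter peaks within a list.

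The treated tags and the control level behind each peak were solved from its fold enrichment and p-value. MACS2 adds a pseudocount of 1 to both pileups before it divides them, and the treated pileup is a whole number of tags times a scaling factor. With these rules all 11800 peaks of the 6 lists were reproduced, and 21 had a second solution. The control level is the highest of several local averages, so it is an upper estimate of the pileup at the summit. The scaling factors gave the relative depth of the pooled groups. The absolute number of reads per library was not used here. The recovery was tested on simulated peaks, of which 100% were recovered at each of 3 scaling factors (1739, 1739 and 1701 peaks).

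Peaks were called shared when they overlapped by at least 1 base. Shared percentages were set beside 1000 random placements of the list on the same chromosomes outside assembly gaps. Since both inhibitors were compared with the same vehicle libraries, unchanged groups were also simulated against one shared vehicle. The simulation drew Poisson tags at 1000000 sites, with levels taken from the control levels of the lists, a normal deviation per group and site on the natural log scale with an SD of 0, 0.2, 0.4 or 0.6, and the lowest −log10 p-value of each list as its threshold. Simulated overlaps were also computed with the MS-275 list at the length of the CXD101 list and at the observed ratio of lengths.

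Gene positions came from GENCODE mouse release M21, and sequence came from the mm10 assembly. A promoter peak overlapped the 5 kb upstream of an annotated transcription start site (TSS). Other peaks were called exonic, intronic or intergenic by the position of the summit. Matches to 6 fixed consensus sequences were searched within 100 bp of each summit on both strands, and at the same positions shifted by 10 kb. Percentages have 95% Wilson confidence intervals. These intervals cover counting error only, since peaks are not replicates, and no p-value across peaks was computed. Summits of the same peak interval share its start and end but were counted separately. The confidence intervals of overlap and promoter shares are therefore too narrow even for counting error. The 8480 MS-275 gained peaks, for example, lay in 7071 distinct intervals. Intervals in place of summits were tried for the peak counts only. A count of 0 is given with the share that 3 counts would make.

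The genes named were fixed before the data were examined: 7 genes that the study discussed (Nedd4, Trim6, Trim32, Ccr2, Hdac1, Hdac2 and Hdac3), with every peak inside the gene or within 5 kb upstream. The peaks named were those with the highest −log10 p-value, 3 in each list against vehicle and 2 in each direct list. The alternatives were stricter thresholds on q-value and fold enrichment, intervals in place of summits, other rules for a shared peak, other promoter definitions, narrower sequence windows, distal peaks only, and a pseudocount of 0. Marker genes of 8 cell types (hepatocytes, T cells, B cells, NK cells, neutrophils, macrophages, monocytes and erythroid cells) were listed before the data were examined. The share of each list near a peak was compared with 10000 random lists of genes. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9. RNA-seq of the study was not used here.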

Results

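Open chromatin was profiled in M-MDSCs sorted from Hepa 1-6 tumors, a mouse hepatoma model, after treatment of the mice with MS-275, CXD101 or vehicle. Each group had 2 libraries, and the deposited peak lists were called on the pooled libraries of each group. The pooled MS-275 group was 1.14 times as deep as the vehicle group, and the CXD101 group was 1.14 times as deep as well. The MS-275 group was 1.01 times as deep as the CXD101 group. All peaks lay on chromosomes 1 to 19 and X of mm10.

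The first comparison asked how many sites opened or closed with each inhibitor relative to vehicle. In the MS-275 group, 8480 peaks were gained and 691 were lost, a ratio of 12.3. In the CXD101 group, 284 peaks were gained and 693 were lost, a ratio of 0.410. The number of lost peaks was therefore nearly the same for both inhibitors, whereas MS-275 had 29.9 times as many gained peaks. Of the alternatives for these counts, counting intervals in place of summits lowered the MS-275 lost peaks to 555, and a q-value under 0.001 lowered the CXD101 gained peaks to 225. Without a value per library, none of these differences could be set against the spread between replicates.

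**Figure D1:**
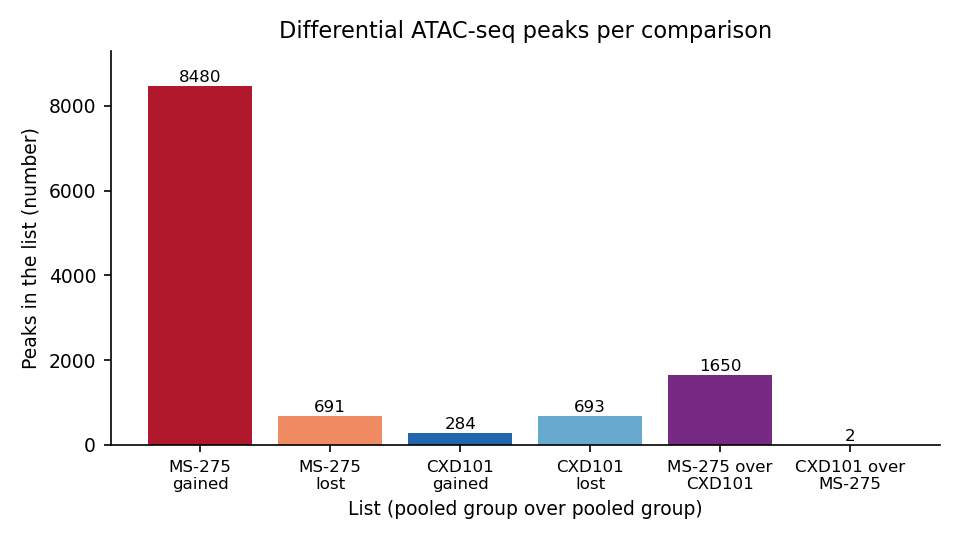
Number of peaks (vertical axis) in each of the 6 lists (horizontal axis), where each list is a pooled group over another pooled group. The MS-275 gained list held 8480 peaks and the list of CXD101 over MS-275 held 2.

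The pileups behind the peaks gave the depth of each call. At MS-275 gained summits, the median was 49.8 MS-275 tags over a vehicle level of 15.8, with a median fold enrichment of 2.88. At CXD101 gained summits it was 47.9 CXD101 tags over a vehicle level of 16.0, with a median fold enrichment of 2.84. The lost peaks had medians of 43 vehicle tags over an MS-275 level of 11.9, and of 50 vehicle tags over a CXD101 level of 15.9. The vehicle level at 68.9% of MS-275 gained summits was at least 2 times the genome-wide background, and 236 of the 8480 summits lay at the background itself. Since the control level is an upper estimate, the first share is an upper estimate as well. Among MS-275 lost peaks, 60 had 100 or more vehicle tags, and 119 CXD101 lost peaks did.

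**Figure D2:**
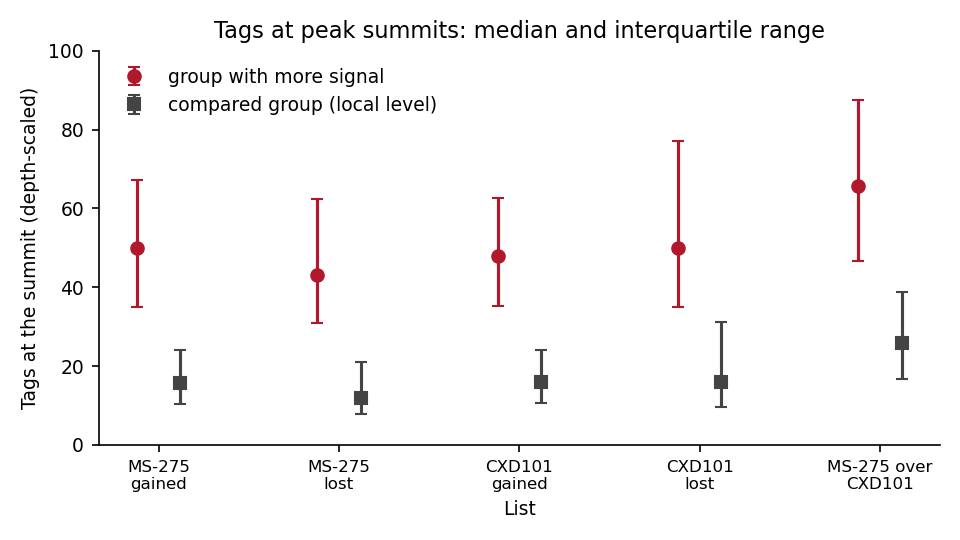
Median number of depth-scaled tags at the summit (vertical axis) for 5 lists, with bars from the first to the third quartile; circles are the group with more signal and squares the local level of the compared group. Gained and lost lists had similar levels, and the list of MS-275 over CXD101 had the highest plotted values, with medians of 65.6 and 25.9 tags. That list was scaled to CXD101 depth, 1.14 times the vehicle depth used for the others, so its levels are not on the same scale.

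The lists of both inhibitors were then compared with each other. Of the 284 CXD101 gained peaks, 268 (94.4%, 95% Wilson interval 91.0 to 96.5) overlapped an MS-275 gained peak. Random placement gave 0.163% on average and 1.41% at most. No CXD101 gained peak overlapped an MS-275 lost peak, and 0 of 284 peaks allows a share of up to 1.06%. Unchanged groups simulated against a shared vehicle shared from 18.0% of calls, without deviation between groups, to 34.4%, at an SD of 0.6. The MS-275 list was 29.9 times as long as the CXD101 list, and this raised the overlap. With the MS-275 list reduced to its 284 strongest peaks, 20.4% of CXD101 gained peaks (95% interval 16.1 to 25.5) were shared. With simulated lists of equal length, the share was 11.2% at an SD of 0, 19.5% at 0.2, 26.5% at 0.4 and 31.1% at 0.6. The observed value was above the first of these, and its interval included the second. The deviation between the real groups was not measured. When the simulated MS-275 list was lengthened to the observed ratio, it took up 8.01% of the simulated sites and shared 65.8% of CXD101 calls at an SD of 0. The observed 94.4% was above this value for Poisson error alone. At an SD of 0.2 the lengthened list shared 94.7%, close to the observed value, but it took up 64.9% of all simulated sites, which by itself fixes a high share. At higher SDs it exceeded the simulated sites and gave no value. The simulation also did not reproduce lists as unequal as the observed 8480 and 284 peaks. At an SD of 0.2 it called 32383 MS-275 and 21721 CXD101 gained sites, so the lengthened list was filled with sites that were not called. For these reasons the simulation cannot decide whether the overlap of gained peaks exceeded that of unchanged groups with a deviation between them.

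Of the 693 CXD101 lost peaks, 340 (49.1%, 95% interval 45.4 to 52.8) overlapped an MS-275 lost peak, against 0.0180% under random placement. A single CXD101 lost peak overlapped an MS-275 gained peak. The simulation of unchanged groups shared 7.95% of lost calls at an SD of 0, 23.1% at 0.2, 42.0% at 0.4 and 52.8% at 0.6. The lost lists had nearly equal lengths, and simulated lists of equal length shared 10.1%, 25.7%, 44.4% and 54.6% at the same SDs. The overlap of lost peaks was therefore above random placement and above a shared vehicle group with Poisson error alone. Of the SDs tried, only 0.6 gave a value as high as the observed one. There the simulated CXD101 lost calls took up 16.1% of all sites, and whether the real groups deviate that much is not known.

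**Figure D3:**
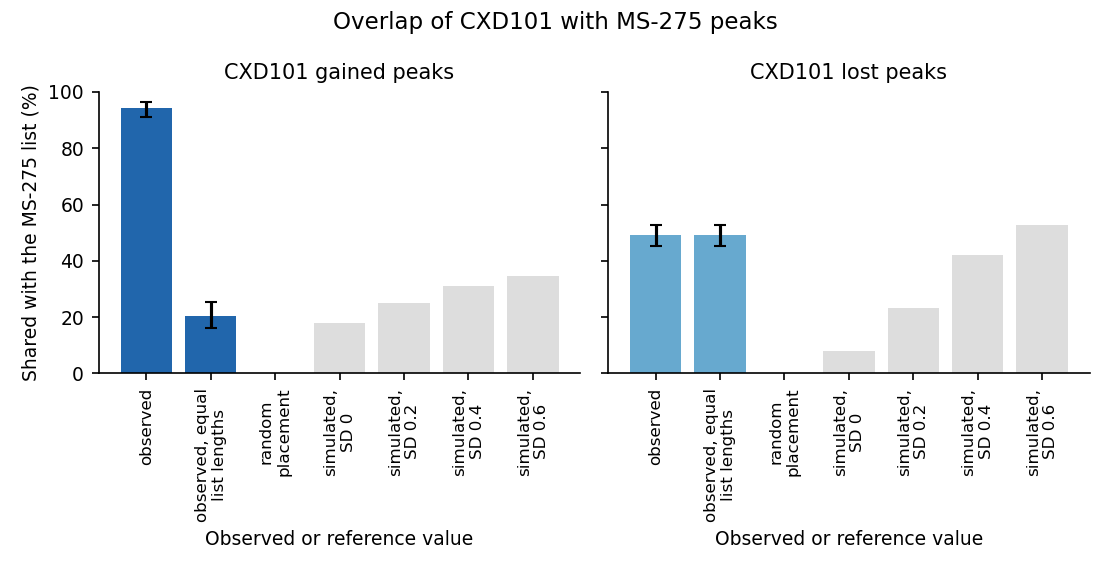
Percentage of CXD101 gained (left) and lost (right) peaks that overlap an MS-275 peak of the same direction (vertical axis), observed with 95% Wilson intervals, with the MS-275 list reduced to the length of the CXD101 list, under random placement, and in simulated unchanged groups, with the list lengths that the simulation gave, at 4 SDs of the deviation between groups on the natural log scale. The gained share fell from 94.4% to 20.4% with equal list lengths; the lost lists had nearly equal lengths from the start.

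The direct lists asked whether the inhibitors differed from each other. There were 1650 peaks with more signal in the MS-275 group than in the CXD101 group, and 2 with more signal in the CXD101 group. Of the 1650, 1191 (72.2%, 95% interval 70.0 to 74.3) overlapped an MS-275 gained peak and 20 (1.21%) overlapped a CXD101 lost peak. Conversely, 1475 of the 8480 MS-275 gained peaks (17.4%, 95% interval 16.6 to 18.2) overlapped a peak that was also higher than in the CXD101 group. This share was 13.96% when summits within 250 bp were required. A further 6729 MS-275 gained peaks (79.4%) were in neither the CXD101 gained list nor the direct list. At these sites a difference between the inhibitors was not detected at this depth, and nor was a gain with CXD101. Of the 2120 MS-275 gained peaks with the highest −log10 p-values, 8.16% overlapped a CXD101 gained peak, compared with 2.41% of the 2120 with the lowest. At 266 CXD101 gained summits with an MS-275 gained summit within 250 bp, the median was 64.3 MS-275 tags and 50.1 CXD101 tags at vehicle depth. The MS-275 value was higher at 240 of them (90.2%).

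Promoters were examined next, since the study asked which genes gained accessible promoters. In the MS-275 gained list, 2711 peaks (31.97%, 95% interval 31.0 to 33.0) lay in a promoter region, against 15.0% under random placement. In the CXD101 gained list, 74 peaks (26.1%, 95% interval 21.3 to 31.5) did, against 14.7%. The lost lists had 153 promoter peaks for MS-275 (22.1%, 95% interval 19.2 to 25.4) and 215 for CXD101 (31.0%, 95% interval 27.7 to 34.6). The largest random share in 1000 placements was 16.4% for the MS-275 gained list and 21.8% for the CXD101 gained list. The share was higher for MS-275 gained than for CXD101 gained peaks, with intervals that overlapped slightly. With the summit required inside the promoter, the shares were 28.9% (95% interval 27.9 to 29.9) for MS-275 and 22.2% (95% interval 17.7 to 27.4) for CXD101, and these intervals did not overlap. MS-275 gained peaks had the higher share under each promoter setting tried. The rule on the summit was the only setting in which the intervals of the gained lists did not overlap. The intervals cover counting error only, so the difference was not set against replicates. Restricting the annotation to protein-coding genes moved these shares most in the gained lists, to 23.6% for MS-275 and 18.7% for CXD101. With 1 kb either side of a TSS, the share of CXD101 gained peaks (23.9%) was above that of CXD101 lost peaks (19.5%), the opposite order to the main definition, and the intervals of these lists overlapped under both definitions. Intronic summits outside promoters made up 35.9% of MS-275 gained and 47.2% of MS-275 lost peaks. A gained promoter peak was found for 1976 genes with MS-275 and for 79 genes with CXD101, out of 53843 annotated genes. Both inhibitors shared 77 of these genes, where 2.90 were expected from independent lists. As for the peaks, this number depends on the length of the MS-275 list and on the shared vehicle group.

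Among the genes that the study discussed, Nedd4 (ENSMUSG00000032216.14, a ubiquitin ligase) had peaks in 3 lists. The gene lies on the plus strand of chromosome 9 from 72662346 to 72749852. The MS-275 gained peak ran from 72661967 to 72662337, with its summit 54 bp upstream of the TSS, a fold enrichment of 2.81 and a −log10 p-value of 10.7 (52.5 MS-275 tags over a vehicle level of 18.0). The CXD101 gained peak ran from 72662055 to 72662287, with a fold enrichment of 2.42 and a −log10 p-value of 7.05 (44.0 CXD101 tags over a vehicle level of 17.6). A peak of MS-275 over CXD101 ran from 72662011 to 72662239, with a fold enrichment of 1.77 and a −log10 p-value of 4.10. This last peak had a −log10 q-value of 1.48, near the limit of the lists. All these peaks lay in the promoter region just before the gene. No lost peak was found within Nedd4 or its 5 kb upstream.

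**Figure D4:**
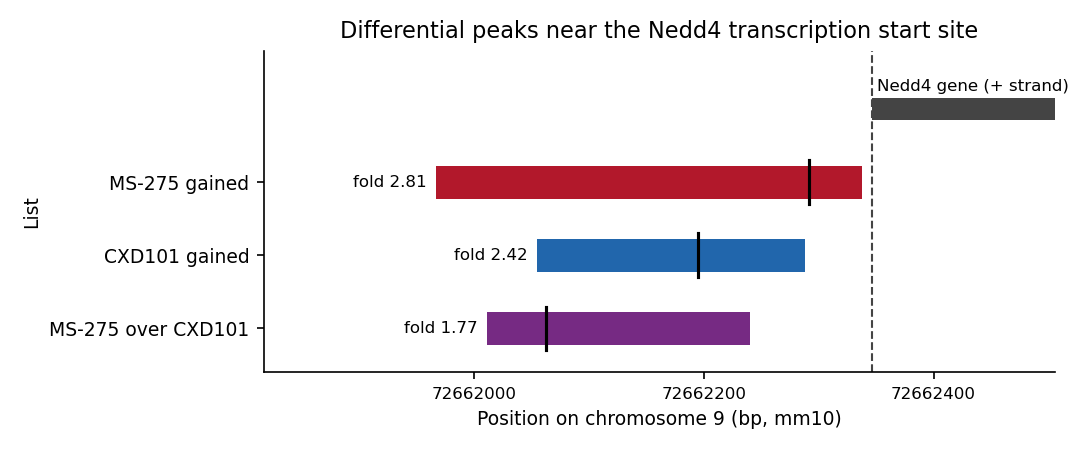
Peaks near the Nedd4 TSS (dashed line) by position on chromosome 9 in base pairs of mm10 (horizontal axis), one row per list, with the summit as a black line and the fold enrichment beside the bar. The MS-275 gained, CXD101 gained and MS-275 over CXD101 peaks overlapped each other and ended before the TSS.

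Trim6 (ENSMUSG00000072244.11, chromosome 7 from 104218793 to 104235152, plus strand) had 2 MS-275 gained peaks. The first ran from 104217794 to 104218029, with its summit 860 bp upstream of the TSS and a fold enrichment of 4.37. The other ran from 104218911 to 104219223 in the first part of the gene, with an intronic summit and a fold enrichment of 2.06. A CXD101 gained peak from 104218929 to 104219198 overlapped the second of these, with a fold enrichment of 1.81. Trim32, Ccr2, Hdac1, Hdac2 and Hdac3 had 0 peaks in each of the 6 lists, within the gene or its 5 kb upstream. A change below the detection limit of the lists cannot be excluded for these genes.

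The peaks with the highest −log10 p-values lay mostly outside promoters. For MS-275 gained peaks, the highest was on chromosome X from 96222923 to 96223806, an intergenic site 23.9 kb from Vsig4, with a fold enrichment of 10.5 and a −log10 p-value of 64.6. The next lay in an intron of Zfp467 (chromosome 6, 48443768 to 48444979, fold enrichment 5.37) and in an intergenic region 113.6 kb from Irf2bp2 (chromosome 8, 126706934 to 126707719, fold enrichment 5.96). MS-275 lost peaks were led by an intronic site of Anpep (chromosome 7, 79858773 to 79859487, fold enrichment 6.42). They were followed by intergenic sites 10.4 kb from Commd4 (chromosome 9, 57168325 to 57168933, fold enrichment 8.85) and 4 kb from Taar8b (chromosome 10, 24087140 to 24087344, fold enrichment 4.62).

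For CXD101, the strongest gained peaks were intronic sites in Syn3 (chromosome 10, 86166864 to 86167094, fold enrichment 6.85), March4 (chromosome 1, 72509114 to 72509421, fold enrichment 4.55) and Cabcoco1 (chromosome 10, 68522056 to 68522255, fold enrichment 5.08). The strongest lost peaks were on chromosome 8 from 26846770 to 26847436 in an intron of 2310008N11Rik (fold enrichment 7.07), at the same site near Commd4 as with MS-275 (57168325 to 57168928, fold enrichment 6.43), and in an intron of Wdr62 (chromosome 7, 30265303 to 30265517, fold enrichment 4.24). In the direct lists, the strongest peaks of MS-275 over CXD101 lay 3.998 kb from Tmem119 (chromosome 5, 113804412 to 113804654, fold enrichment 3.68) and 66.6 kb from Lpp (chromosome 16, 25059076 to 25059286, fold enrichment 3.55). The 2 peaks of CXD101 over MS-275 lay in introns of Gfra1 (chromosome 19, 58255317 to 58255521, fold enrichment 4.55) and Gm3411 (chromosome 14, 6282894 to 6283093, fold enrichment 3.94). Of all these strongest peaks, the ones at Zfp467, 2310008N11Rik, Wdr62, Tmem119 and Lpp overlapped the 5 kb upstream of an annotated TSS.

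Sequences under the summits were compared between gained and lost peaks. The AP-1 consensus TGASTCA, where S is C or G, matched at 18.1% of MS-275 lost summits (95% interval 15.4 to 21.1) and 14.4% of CXD101 lost summits (95% interval 12.0 to 17.2). It matched at 2.79% of MS-275 gained summits (95% interval 2.46 to 3.17) and at 2 of 284 CXD101 gained summits (0.704%). The shifted positions gave 3.33% for MS-275 lost, 3.61% for CXD101 lost and 3.76% for MS-275 gained peaks. The share in lost peaks was thus above both the gained peaks and the shifted positions. The alternative that moved these values most was a window of 50 bp, which gave 8.10% of MS-275 lost and 1.39% of MS-275 gained summits. The consensus sequences of PU.1, C/EBP, CTCF, IRF and NRF1 were found at 4.93% of summits or fewer in each of the lists against vehicle. Between gained and lost lists of the same inhibitor their intervals overlapped.

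**Figure D5:**
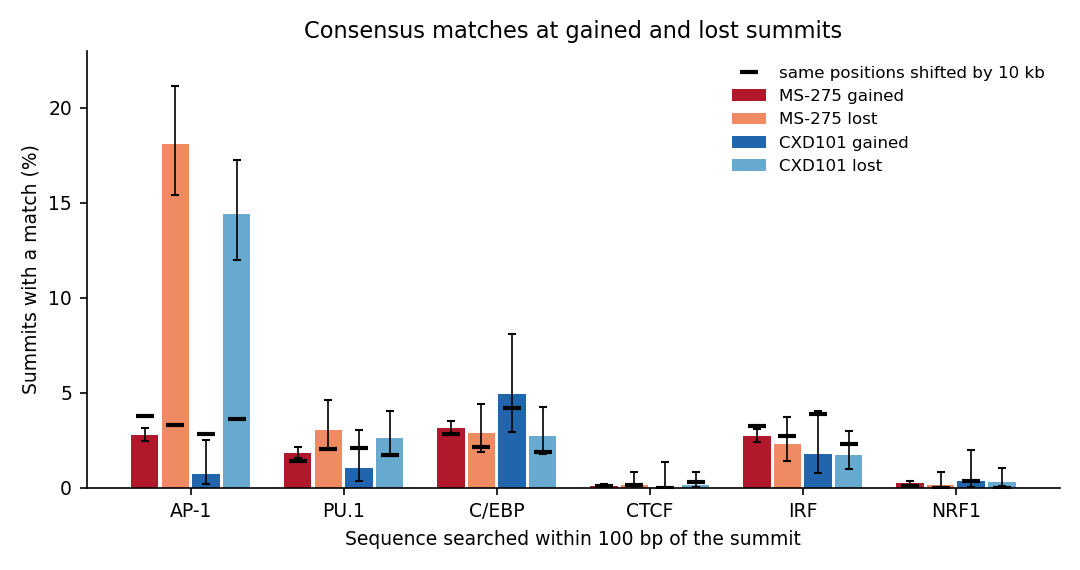
Percentage of summits with a consensus match within 100 bp (vertical axis) for 6 sequences, with 95% Wilson intervals; black dashes mark the same positions shifted by 10 kb. AP-1 matched at 18.1% of MS-275 lost and 14.4% of CXD101 lost summits, and at 2.79% of MS-275 gained summits.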

Values the study reported

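The study reported 19,195 peaks in the MS-275 group and placed 5387 of them (28.1%) in promoters. For the CXD101 group it gave 6437 peaks, with 1737 (26.9%) in promoters. At Nedd4, it described peaks in both inhibitor groups that ran from just before the TSS to beyond it. It also described a further peak at about 2200 bp before the TSS.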

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

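The tests of depth and of a weaker signal in the CXD101 libraries were chosen only after the result was seen.

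The direct comparison of the inhibitors gave a difference between groups: 1650 peaks had more signal with MS-275 than with CXD101, and 1475 MS-275 gained peaks overlapped one of these. The authors' MACS2 test of the direct lists is the test of this difference, on pooled libraries and without replicates. A difference in depth does not account for it, since the MS-275 group was 1.01 times as deep as the CXD101 group. A weaker signal in the CXD101 libraries at all open sites alike would place CXD101 below vehicle. At 231 summits that the MS-275 gained and the direct list place on the same base, the CXD101 level was instead above the vehicle level in 89.2% (95% interval 84.5 to 92.6), which argues against it as the whole cause at MS-275 gained peaks. For the 459 direct peaks outside the MS-275 gained list it cannot be told apart from an MS-275 effect: 4.14% of them were CXD101 lost peaks, but vehicle could be called above CXD101 only where its own level was high. CXD101 had 693 lost against 284 gained peaks, and 119 of the lost peaks had 100 or more vehicle tags, so a partial contribution of weaker signal remains open. What also stays open is that CXD101 may have opened the same sites to a smaller degree. At 1184 MS-275 gained summits matched to a summit of the direct list, the CXD101 level was above the vehicle level in 86.3%, with medians of 23.9 and 19 tags at vehicle depth. These sites had been picked for a low level in both compared groups. The dose or exposure reached with each inhibitor, and a difference between the mice of each group, were not tested. With pooled libraries, 1 library could carry the signal of its group.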

How the results depend on the processing

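No paired analysis was possible because the lists were called on pooled libraries and hold no value per library. For the same reason, leaving out each replicate in turn could not be run. The alternatives were chosen before the data were examined. The simulations of a shared vehicle with lists of equal length and at the observed ratio of lengths were added after the data were seen.

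The peak counts of the 6 lists stayed within 1.5 times the reported value under a q-value of 0.01 or 0.001, a fold enrichment of at least 2, distinct intervals, and chromosomes 1 to 19 and X. The last setting removed no peak. The number of genes with a gained promoter peak under both inhibitors ranged from 52 to 73.

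Reducing the MS-275 gained list to the length of the CXD101 list lowered the share of CXD101 gained peaks from 94.4% to 20.4%. The setting itself shows the cause, since it left fewer MS-275 peaks to overlap. The same setting could not test the lost lists, because their lengths were nearly equal. The other rules for shared peaks gave from 92.7% to 94.2% for gained and from 45.7% to 49.1% for lost peaks. Requiring summits within 250 bp lowered the share of MS-275 gained peaks also higher than CXD101 to 13.96%.

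Promoter shares depended on the definition. With protein-coding genes only, they were 23.6% for MS-275 gained, 18.5% for MS-275 lost, 18.7% for CXD101 gained and 23.4% for CXD101 lost peaks, since fewer start sites were used. With 1 kb either side of a TSS, they were 27.3% for MS-275 gained, 15.5% for MS-275 lost and 19.5% for CXD101 lost peaks. Requiring the summit inside the promoter gave 28.9% for MS-275 gained peaks. The share of MS-275 gained peaks was above that of MS-275 lost peaks under each of these settings. The order of the CXD101 lists was not stable: lost peaks had the higher share in the main setting and gained peaks had it with 1 kb either side of a TSS, at 23.9%. Their intervals overlapped in both settings, and the cause was not tested.

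For AP-1, a window of 50 bp gave 1.39% of MS-275 gained, 8.10% of MS-275 lost, 0% of CXD101 gained and 6.49% of CXD101 lost summits, since less sequence was searched. Distal peaks alone gave 3.42% of MS-275 gained summits. Lost peaks were above gained peaks of the same inhibitor in both settings. Of 45 alternative values for the other sequences and the control level, 26 moved beyond their interval: 7 higher and 19 lower.

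A pseudocount of 0 reproduced 48 of the 8480 MS-275 gained peaks, so the control levels rest on a pseudocount of 1. The pooled calls limit each result to the libraries at hand.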

Other observations

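The tests of the excess of gained peaks and of hepatocyte genes were chosen only after the result was seen.

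The study described its peaks as those of each inhibitor group versus vehicle. Whether its numbers count the gained lists used here is not known, so the comparisons that follow may not be like for like. The MS-275 gained list here held 8480 peaks. That is lower than the value quoted from the study above. The CXD101 gained list here held 284 peaks. That is lower than the value quoted from the study above. In the MS-275 gained list, 2711 peaks lay in promoters. That is lower than the value quoted from the study above. As a share of the list, however, they made up 31.97%, which is higher than the quoted share. In the CXD101 gained list, 74 peaks lay in promoters. That is lower than the value quoted from the study above. A q-value limit in place of the p-value limit in the methods does not account for the shorter lists: 7687 MS-275 gained peaks had a p-value under 1e-05, the limit in the methods, so the list as deposited is longer than with it. A looser limit could not be tested, because the lists hold no peaks beyond their own limit. A CXD101 gained promoter peak was found for 79 genes here, without any selection on RNA. The study reported more CXD101 genes with promoter peaks even after it selected genes with raised RNA. With the annotation used here, the CXD101 gained list therefore cannot give all of those genes. No other explanation was tested for the shorter lists.

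At the Nedd4 promoter, the MS-275 gained, CXD101 gained and MS-275 over CXD101 peaks ended 9, 59 and 107 bp before the TSS. None reached past the TSS, unlike the peaks that the study described there, and the cause was not tested. A pair of MS-275 gained peaks upstream of Nedd4 lay outside the rule for named peaks and was chosen after its values were seen. They ran from 72639821 to 72640076 and from 72640200 to 72640428 on chromosome 9, with fold enrichments of 1.86 and 3.12. Their summits were 22.3 kb and 22.1 kb before the TSS. That is farther than the distance quoted from the study above. A distance 10 times the quoted one would match these summits, and whether the quoted distance holds an error was not tested. The study placed its peak in both inhibitor groups. Only the MS-275 gained list was searched at this distance, so whether CXD101 had a peak there was not examined. Trim32, which the study listed among its candidate genes, had no peak in any list here.

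MS-275 gained peaks outnumbered MS-275 lost peaks 12.3 to 1. A difference in depth would act on CXD101 as well, whose depth relative to vehicle was nearly the same, yet its ratio of gained to lost peaks was 0.410. There were 60 MS-275 lost peaks with 100 or more vehicle tags, so not every strong site rose. These peaks had been picked for a lower MS-275 level, and open sites not picked for a change were not measured. Higher signal in the MS-275 libraries at open sites in general, with losses at some of them, therefore cannot be excluded. A gain at many but not all open sites remains open, as a hypothesis. Whether it comes from histone deacetylase inhibition, from other cells among those sorted, or from 1 of the 2 libraries cannot be settled from pooled lists.

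AP-1 matches were more frequent in lost than in gained peaks. Base composition does not account for this, because shuffled copies of the MS-275 lost sequences with the same dinucleotide counts matched in 5.15%, against 18.1% of the sequences themselves. Distance from promoters does not either: among distal peaks, 19.3% of MS-275 lost and 3.42% of MS-275 gained summits matched. Among peaks with a −log10 p-value of 10 or more, 16.4% of MS-275 lost, 8.87% of CXD101 lost and 2.68% of MS-275 gained summits matched, which argues against peak strength. An AP-1 response in the vehicle libraries alone, for example from cell dissociation, cannot be told apart from a decrease with the inhibitors. It would raise AP-1 sites in both lost lists, and 16.5% of MS-275 lost peaks outside the CXD101 lost list matched, but a peak missing from one list may lie just under its threshold. A candidate explanation is that both inhibitors lowered accessibility at AP-1 sites.

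MS-275 gained peaks lay within 20 kb of 4 of 7 neutrophil genes (Ly6g, S100a8, S100a9 and Cxcr2), and 2.51% of random gene lists had as many. They also lay near 5 of 8 T cell genes, and 0.94% of random lists had as many. The T cell genes Cd3e, Cd3d and Cd3g lie side by side, so these 3 are not independent. Among the other lists, 4 of 6 monocyte genes, 1 of 6 macrophage genes, 1 of 8 hepatocyte genes, and 0 of 5 B cell, 0 of 4 NK cell and 0 of 4 erythroid genes had a gained peak nearby. As many monocyte genes were found in 1.68% of random lists. Of the neutrophil genes, 2 (S100a8 and S100a9) are also typical of monocytic cells, and the monocyte list describes the sorted cells themselves. The random lists were not matched on expression. The study sorted cells that carried a myeloid surface marker and lacked the Ly6g protein, and it reported a high purity. That sort selects against neutrophils and T cells, but what remained of them was not measured here. From the lists alone, such cells cannot be told apart from opening of these genes in the M-MDSCs themselves. The lists hold no expression, and several cell types stood out at once. Camp, Ltf and Mmp8, which neutrophils express strongly, had no gained peak, and Ltf had an MS-275 lost peak nearby. Lost peaks also lay near Cd3g of the T cell list, Mertk of the macrophage list and Itgam of the monocyte list. Cd3g and Itgam thus had both gained and lost peaks nearby, so these lists did not move in 1 direction throughout. For lost peaks, 0 of 8 hepatocyte genes had one nearby, and B cell, NK cell and erythroid genes had 0 as well. A random list of 8 genes had 0.229 on average, so this count decides nothing about hepatocytes or Hepa 1-6 cells among the sorted vehicle cells, which cannot be told apart from their absence by so few genes.

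Chromosome X held 1.49% of MS-275 gained and 0.868% of MS-275 lost peaks, compared with 6.49% of the sequence of chromosomes 1 to 19 and X. Of 2 Mb windows, the one with the highest number of MS-275 gained peaks was on chromosome 8 from 126000001 to 128000000. It held 62 MS-275 gained and 4 CXD101 gained peaks, while the median window with a peak held 6 MS-275 gained peaks. Of the peaks of MS-275 over CXD101, 32 lay there. Among its 8 protein-coding genes were Irf2bp2 and Pard3. No explanation was tested for either pattern.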
